A study of Mus musculus with 14 samples. Its data were reported in "Post-transcriptional Control of Tumor Cell Autonomous Metastatic Potential by CCR4-NOT Deadenylase CNOT7" (2016).

How the data were processed

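RNA was profiled from 14 samples of 4T1, a mammary tumor cell line derived from a BALB/c mouse, on single-color Affymetrix gene arrays of the mouse genome. Groups were taken from the sample labels. There were 3 samples of cells carrying the empty over-expression vector (vector control), 3 of cells expressing human FLAG-tagged CNOT7, 2 of cells carrying the short hairpin RNA sh74 against Cnot7, 3 of cells carrying the second hairpin, sh75, and 3 of cells carrying a scrambled hairpin (shScramble). The series' design text speaks of 3 biological replicates per hairpin but does not say whether they were separate cultures, and 2 samples carry the sh74 label here. According to the paper's methods, over-expressing cells were selected with blasticidin and hairpin-bearing cells with puromycin.

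The authors processed the arrays by RMA in the R package oligo, which corrects for background, equalizes the distributions of the arrays and summarizes the probes of each set, and deposited the resulting log2 values. Tool versions were not given. Those log2 values were used as deposited, without further normalization. The table held 35556 probe sets. Of these, 21789 paired with exactly 1 gene symbol and were tested; they covered 19938 genes, 999 of them with several probe sets. Another 1621 probe sets paired with several symbols and 12146 with none, and these 13767 were tested apart. Entrez identifiers of 21698 tested probe sets were found in a RefSeq gene table of mouse assembly GRCm38.p6, used for names only, and 0 symbols needed updating. The build behind the array annotation was not named, so no coordinates are given. Array medians over the tested probe sets ranged from 6.31 to 6.38. Olfactory receptor genes, which mammary tumor cells should not express, gave the background: their array medians were 3.93 to 3.98, and the 90th percentile of 1023 olfactory probe sets, 4.90, served as the limit for dim signals in one alternative. The number of arrays, not a read depth, limited the precision.

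Each comparison was a contrast in a single linear model of all 14 samples in 5 groups (limma 3.58.1 in R 4.3.3, lmFit and eBayes, 9 residual degrees of freedom, 2.09 prior degrees of freedom). Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the 21789 probe sets within a comparison, and an adjusted p under 0.05 counted as a call. The comparisons were over-expression against vector control, each hairpin against shScramble, the mean of both hairpins against shScramble, sh74 against sh75, vector control against shScramble, and a dose contrast, which subtracted the mean knockdown change from the over-expression change. Cnot7 was also tested by an exact permutation test. All p-values measure only the spread between these samples. Errors are standard deviations for group means and standard errors from limma for changes, all on the log2 scale.

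Genes were named by a rule fixed, like the groups, the comparisons, the gene lists and most alternatives, before the data were examined. Cnot7 came first, followed by the 8 largest rises and 8 largest falls among calls whose samples did not overlap between the groups and whose higher group mean was at least 6. Where no probe set passed, the 3 with the smallest p in each direction were named. In addition, 2 to 4 members with the smallest adjusted p were named per gene list described. Genes with several probe sets were represented by the probe set with the highest mean. Predicted genes, small RNAs, olfactory receptors and histone genes were counted but not named.

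A set of 28 gene lists was tested. They were CCR4-NOT subunits and partners, other mRNA decay factors, RNA-binding proteins that recruit deadenylases, AU-rich and immediate early transcripts, interferon response, antigen presentation, mitosis, DNA replication, epithelial genes, mesenchymal genes, basement membrane and integrin genes, TGF-beta response, p53 targets, amino acid response genes of ATF4, endoplasmic reticulum chaperones, cholesterol synthesis, hypoxia and glycolysis, Ras and MAPK feedback, proteasome, mitochondrial import and ribosome, cytosolic ribosomal proteins, olfactory receptors, small nucleolar RNAs, and markers of immune, endothelial, fibroblast, adipocyte, and myoepithelial or luminal cells. They were written with knowledge of the paper and its supplement, which prompted some members and the proteasome and mitochondrial lists. Another 3 lists were those the study chose on these samples, so their direction is not independent evidence. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over the lists within a comparison. Each sample also received a score, the mean of the mesenchymal list minus the mean of the epithelial list after centering each gene.

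The limma calls and the list tests were tried on simulated data, with 200 changed probe sets and 10 runs. These data were made from the real means and randomly mixed real residuals. For over-expression, 59.4% of 1.5-fold and 86.3% of 2-fold changes were recovered. For sh75 the shares were 60.6% and 82.8%, for sh74 58.5% and 83.1%, for the knockdown mean 66.7% and 88.1%, for sh74 against sh75 52.5% and 77.6%, for the dose contrast 40.0% and 70.4%, and for the controls 61.6% and 81.9%. In unchanged data the calls per run averaged 263 for the knockdown mean, 9.9 for the controls and 0 for the others. Camera at the preset correlation found an interferon list raised by 0.5 in 9 or 10 of the 10 runs. It also called 4.7 to 6.4 of 28 lists per run in unchanged data, where the estimated correlation called 0 and found the raised list in 0 to 3 runs. Fry called 0 to 1.3 lists per run in unchanged data and found the raised list in 0 to 1 runs.

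Because sh74 and sh75 share their controls, the correlation of their changes was set against 100 simulated pairs of unchanged groups. Alternatives were a fit of the compared groups alone, the methods' t-test, an intensity trend with robust shrinkage, array weights, removal of dim probe sets, all probe sets, median centering, renewed quantile normalization, a fold of at least 1.5, averaging of samples that share the number before the point in the title suffix, the digit after the point as a covariate, all 5 knockdown samples as 1 group, over-expression against knockdown directly, and leaving out each sample. After seeing the data, covariates for the list score and for the leading residual component were added, the number before the point in the suffix as a random or fixed block, and a direct comparison of over-expression with sh75 with and without the full suffix as a block. The labels do not say what the suffix means. Other splits of the samples were counted, at most 100 per comparison. The search for sequence motifs in 3′ untranslated regions was not run, since no untranslated region sequences were used here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.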

Results

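To identify transcripts that move with Cnot7, a deadenylase subunit of the CCR4-NOT complex, the study profiled 4T1 mouse mammary tumor cells in which the gene was over-expressed or knocked down. Gene expression was measured on arrays in 14 samples: 3 vector control, 3 CNOT7 over-expression, 2 sh74, 3 sh75 and 3 shScramble. Values are RMA log2 intensities. Array medians over the tested probe sets lay between 6.31 and 6.38, and the median of the olfactory receptor probe sets, which marks the background, lay between 3.93 and 3.98 in every sample. Samples of the same group were as similar to each other as samples of other groups. The median Pearson correlation across genes was 0.989 both for the 13 pairs within groups and for the 78 pairs between groups. With 2 or 3 arrays per group, the number of arrays limited the precision of every comparison. The series describes its samples as biological replicates without saying whether they were separate cultures, so p-values measure only the spread between these samples.

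Cnot7 transcript was reduced by sh75 and lay lower with sh74, but did not differ with the over-expression construct. The log2 value was 10.25 ± 0.24 (SD, n = 3) in vector control cells and 10.25 ± 0.34 (n = 3) in over-expressing cells. It was 10.32 ± 0.12 (n = 3) with shScramble, 9.02 ± 0.44 (n = 2) with sh74 and 8.03 ± 0.50 (n = 3) with sh75. Relative to shScramble, 40.4% of the transcript remained with sh74 and 20.4% with sh75. The over-expressed cDNA was human, and mouse probes need not detect it, so the array does not measure the level of the construct. In limma, the change with sh75 was -2.29 (SE 0.26, adjusted p = 0.00911), the change with sh74 was -1.31 (SE 0.29, adjusted p = 0.279), and the mean of both hairpins was -1.80 (SE 0.23, adjusted p = 0.04998, just under the threshold, which it passed in 2 of the 8 fits that leave out a sample). The change with over-expression was 0.00 (SE 0.26, adjusted p = 1.0), and the hairpins differed by 0.98 (SE 0.29, adjusted p = 0.279). Every sample of both hairpins lay below every shScramble sample (two-sided exact permutation p = 0.0179, the smallest this design allows). For each hairpin alone the exact permutation p was 0.1, also the smallest possible. Removing shScramble replicate 1 or 2 left the sh75 change at -2.23 (adjusted p = 0.0546) or -2.29 (adjusted p = 0.0545) in limma. Cnot8, the closest paralog of Cnot7, had group means of 8.96 in vector control, 9.01 in over-expressing, 8.92 in sh74, 9.04 in sh75 and 8.89 in shScramble cells.

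**Figure D1:**
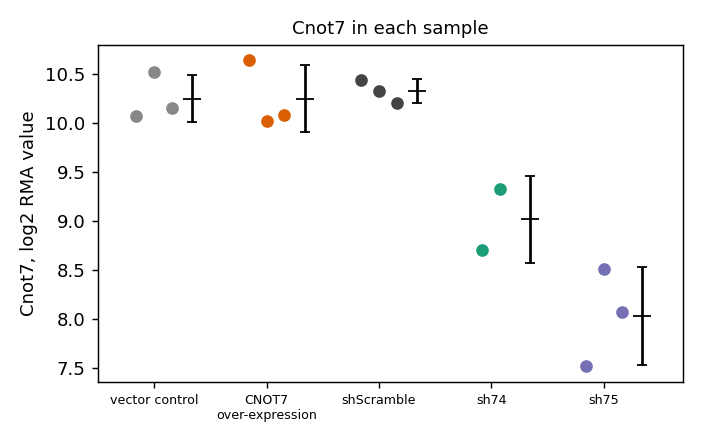
Log2 expression of Cnot7 in each of the 14 samples by group; points are samples and black bars show the mean ± SD. The sh75 samples lie between 7.52 and 8.51 and the sh74 samples at 8.71 and 9.33, all below the shScramble samples, whereas the over-expression samples (10.02 to 10.64) overlap the vector control samples (10.07 to 10.52).

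Wide differences in epithelial and mesenchymal genes lay within the groups. Esrp1, an epithelial splicing regulator, ranged from 5.21 to 11.01 over the samples, the tight junction gene Cldn7 from 5.78 to 10.92, and Epcam from 5.98 to 10.01. Vim, the mesenchymal intermediate filament, ranged from 10.08 to 13.06 in the opposite sense. Esrp1 was 10.22 ± 0.31 (SD, n = 3) in vector control, 8.72 ± 2.93 (n = 3) in over-expressing, 8.15 ± 3.54 (n = 2) in sh74, 7.93 ± 2.48 (n = 3) in sh75 and 8.84 ± 3.15 (n = 3) in shScramble cells. The score of mesenchymal minus epithelial genes averaged -0.26 ± 0.48 in vector control, 0.07 ± 0.74 in over-expressing, 0.11 ± 1.45 in sh74, 0.33 ± 0.75 in sh75 and -0.22 ± 0.83 in shScramble cells. The 2 sh74 samples held the extremes, 1.13 and -0.92. Principal component 1 held 30.8% of the variance over all samples and component 2 held 17.4%. Each comparison of groups contains part of this spread.

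**Figure D2:**
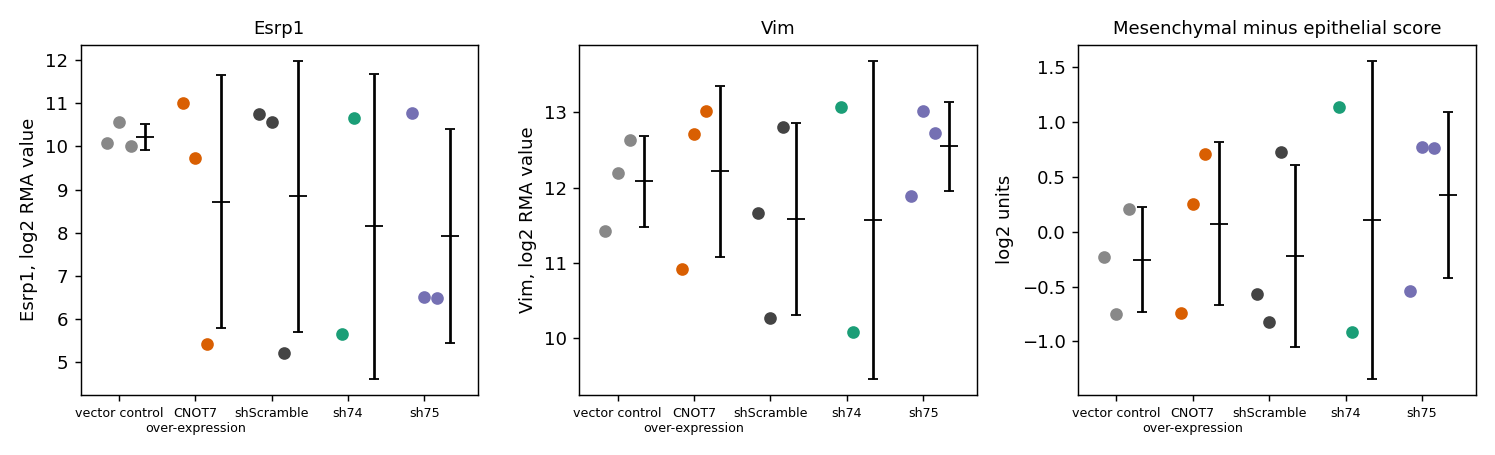
Log2 expression of Esrp1 and Vim and the mesenchymal minus epithelial score in each sample by group; points are samples and black bars show the mean ± SD. The scores run from -0.92 to 1.13, both of them sh74 samples, and from -0.75 to 0.21 in vector control cells, the narrowest group.

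Over-expression of CNOT7 was compared with vector control to find transcripts that respond to more of the deadenylase. No gene passed the test. The smallest p-values belonged to Tob2, which encodes an adaptor that binds CCR4-NOT deadenylases (log2 change 0.32, SE 0.07), Klhdc8a (0.45, SE 0.11) and Smim26 (0.33, SE 0.08) on the higher side. On the lower side they were Kcnma1, the pore-forming subunit of a calcium-activated potassium channel (-1.11, SE 0.22), Pgbd1 (-0.50, SE 0.11) and the fatty acid elongase Elovl7 (-0.40, SE 0.09). Each had an adjusted p of 1.0 in limma, and the 3 samples of each group did not overlap. A second Kcnma1 probe set, with a mean of 4.46 near the background, changed by 0.04. Limma called 0 of 21789 probe sets, with 562 at an unadjusted p under 0.05 where chance gives 1089, and the methods' t-test also called 0 after adjustment. At 1682 probe sets the groups did not overlap, fewer than the 10% chance gives for 3 against 3. In simulated data of the same design 86.3% of 2-fold changes were recovered, but many probe sets were changed at once there, some by 4-fold. In the real comparison 29 probe sets had changes of at least 2-fold, Kcnma1 among them, and 0 were called. The simulated share therefore does not tell how often a 2-fold change would be called where few probe sets change.

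Several gene groups lay lower as a whole with over-expression. In the cholesterol synthesis list, 19 of 20 measured members had lower values and the median change was -0.35 (camera adjusted p = 2.7e-05, or adjusted p = 0.742 with an estimated correlation); Srebf2, the transcription factor of the pathway, changed by -0.26 and Fdft1 by -0.39. Of 30 hypoxia and glycolysis genes 25 were lower, with a median of -0.16 (adjusted p = 2.7e-07, or adjusted p = 0.312 with an estimated correlation), among them Ndrg1 at -0.93 and Pgk1 at -0.27. Interferon response genes had a median of -0.11, with 33 of 42 lower (adjusted p = 0.0343, or adjusted p = 0.742 with an estimated correlation), including Mx2 at -0.30 and Irf1 at -0.36. Endoplasmic reticulum chaperones had a median of 0.12, with 15 of 20 higher (adjusted p = 0.0401, or adjusted p = 0.742 with an estimated correlation), including Sel1l at 0.19 and Hyou1 at 0.31. Small nucleolar RNAs had a median of -0.25, with 49 of 51 lower (adjusted p = 2.6e-14, or adjusted p = 0.742 with an estimated correlation). No member of any of the 5 lists passed over all probe sets or adjusted over the list alone. Tob2 passed adjusted over the list alone, within the CCR4-NOT list. Camera called 5 lists here and 5.3 per run in simulated unchanged data of this comparison. The count was 9 without vector control replicate 2 and 8 without vector control replicate 3, over-expression replicate 1 or over-expression replicate 2. The over-expression and vector samples share no number in their title suffixes before the point, so no value within a number could be given.

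The hairpin sh74 changed 2 genes. Gpr137b, a lysosomal membrane protein gene, rose by 1.03 (SE 0.12, adjusted p = 0.0229), from 8.56 ± 0.24 (SD, n = 3) with shScramble to 9.59 ± 0.04 (n = 2), and Chordc1, which encodes a co-chaperone of HSP90, fell by 1.497 (SE 0.11, adjusted p = 4.1e-04) in limma. Neither gene's samples overlapped between the groups. A fit of these groups alone, which leaves fewer degrees of freedom, called 0, and the methods' t-test called 0 after adjustment. Among CCR4-NOT genes only Cnot7 passed adjusted over the list alone. At 4800 probe sets the groups did not overlap, where chance gives 20% for 2 against 3, and 1598 had an unadjusted p under 0.05 where chance gives 1089. The 2 sh74 samples differed widely from each other. Without replicate 2 limma called 122 probe sets, and without replicate 1 it called 1, with the lone remaining sample assumed to vary like the other groups.

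Interferon response genes lay higher with sh74, with 38 of 42 members above shScramble and a median of 0.35 (camera adjusted p = 7.9e-06, or adjusted p = 0.693 with an estimated correlation). Examples were Irgm1, an interferon-inducible GTPase (0.88, SE 0.23), the RNA editing enzyme Adar (0.38, SE 0.13) and Trim30a (1.51, SE 0.51). Cholesterol synthesis genes had a median of -0.45, with 18 of 20 lower (adjusted p = 5.1e-04), including Srebf2 at -0.46 and Hsd17b7 at -0.96, and the list had an adjusted p = 0.693 with an estimated correlation. Proteasome subunits had a median of -0.13, with 28 of 31 lower (adjusted p = 1.6e-06, or adjusted p = 0.478 with an estimated correlation), and Psmb3 (-0.53), Psmd8 (-0.43) and Psmb5 (-0.41) passed adjusted over the list alone. Hypoxia and glycolysis genes had a median of -0.19, with 23 of 30 lower (adjusted p = 1.1e-04, or adjusted p = 0.478 with an estimated correlation), and Bnip3 (-1.22) and Pfkl (-0.32) passed adjusted over the list alone. Mitochondrial import and ribosome genes had a median of -0.18, with 28 of 31 lower, among them Timm50 at -0.42 and Mrpl15 at -0.45 (adjusted p = 9.3e-06, or adjusted p = 0.557 with an estimated correlation). ATF4 targets had a median of -0.16, with 25 of 29 lower, including the serine synthesis enzyme Phgdh at -0.58 (adjusted p = 0.00313, or adjusted p = 0.567 with an estimated correlation). Cytosolic ribosomal proteins (median -0.08, 48 of 57 lower, adjusted p = 6.6e-06, 0.478 as adjusted p with an estimated correlation) and small nucleolar RNAs (median -0.36, 47 of 51 lower, adjusted p = 3.9e-10, 0.557 as adjusted p with an estimated correlation) were also called. Chaperones of the endoplasmic reticulum were called with a median of only -0.03 (adjusted p = 0.0384, or adjusted p = 0.693 with an estimated correlation). Adjusted over the list alone, Mki67 (0.41) among mitosis genes, the collagen receptor subunit Itga1 (3.15, SE 0.59) among basement membrane genes and Rrm2b (-0.57) among p53 targets also passed. Camera called 9 lists here and 4.7 per run in simulated unchanged data of this comparison. The sh74 and shScramble samples share no suffix number before the point, so no value within a number could be given.

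The hairpin sh75, which gave the lower Cnot7 level, changed 20 genes, 5 higher and 15 lower. The largest rise was in Epha1, an ephrin receptor tyrosine kinase, from 8.17 ± 0.08 to 9.80 ± 0.20 (SD, n = 3 each; change 1.63, SE 0.25, limma adjusted p = 0.0497). Maml1, a coactivator of Notch, rose by 0.80 (SE 0.11), the lipid-binding protein gene Stard5 by 0.69 (SE 0.10), the DNA methyltransferase gene Dnmt3a by 0.63 (SE 0.09) and the co-chaperone gene Dnajb12 by 0.55 (SE 0.07), with adjusted p from 0.0163 to 0.0303. Besides Cnot7, the protein kinase gene Hipk3 fell by 1.47 (SE 0.12, adjusted p = 0.00113), from 10.92 ± 0.07 to 9.45 ± 0.24, as did the small GTPase gene Arl15 (-1.505, SE 0.15) and Tmem170b (-1.42, SE 0.14). Also lower were the phosphoinositide phosphatase gene Inpp4b (-1.37, SE 0.20), Dennd10 (-1.07, SE 0.09), the Hippo pathway adaptor gene Mob1b (-1.02, SE 0.15) and the glycosyltransferase gene Eogt (-0.93, SE 0.14), with adjusted p from 0.00113 to 0.0370. The 3 samples of each group did not overlap for any of these genes. Non-overlap was seen at 2935 probe sets, where chance gives 10% for 3 against 3, and 1800 had an unadjusted p under 0.05 where chance gives 1089.

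Both sh75 and shScramble held samples with suffix numbers 4 and 5 before the point, which gave within-number values. The samples of all 20 called probe sets did not overlap between the groups. Their direction within number 4 (1 sample against 1) and within number 5 (2 against 1) was therefore fixed and decides nothing. Cnot7 changed by -2.81 within number 4 and by -1.91 within number 5. With that number as a fixed block over all samples, which leaves 5 residual degrees of freedom, limma called 2 probe sets, Hipk3 (-1.52) and Tmem170b (-1.43), and the Cnot7 change was -2.24 (SE 0.31, adjusted p = 0.262). The other named genes kept their direction, from -1.60 for Arl15 to 1.61 for Epha1, with adjusted p from 0.120 to 0.483. Within sh75 and shScramble samples alone the blocked fit left 2 degrees of freedom and called 0, with 1535 probe sets at an unadjusted p under 0.05. Its Cnot7 change was -2.30 (SE 0.26, adjusted p = 0.441). Leaving out single samples changed the count from 20 to 6 without sh75 replicate 1, 9 without sh75 replicate 2, and 7, 6 and 10 without shScramble replicates 1, 2 and 3. The methods' t-test called 0 after adjustment.

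In the CCR4-NOT list, sh75 moved other subunits as well when p was adjusted over the list alone. Besides Cnot7, Cnot9 changed by -0.66 (SE 0.11, adjusted p over all probe sets 0.0620 in limma), the deadenylase gene Cnot6 by -0.34 and Cnot11 by -0.32. The partner genes Btg2 (0.49) and Tnks1bp1 (0.34) passed on the higher side. Mitosis genes lay lower, with 26 of 29 below shScramble and a median of -0.16 (camera adjusted p = 2.4e-05, or adjusted p = 0.654 with an estimated correlation). Kif23 (-0.57) and Anln (-0.30), both needed for cytokinesis, passed adjusted over the list alone. DNA replication genes had a median of -0.11, with 32 of 37 lower (adjusted p = 0.00318, or adjusted p = 0.654 with an estimated correlation), including Rrm1 at -0.26 and Mcm3 at -0.42. Cholesterol synthesis genes had a median of -0.42, with 19 of 20 lower (adjusted p = 3.6e-04, or adjusted p = 0.654 with an estimated correlation), including Sc5d at -0.44 and Fdps at -0.45. Antigen presentation genes had a median of 0.26, with 10 of 11 higher (adjusted p = 0.00770, or adjusted p = 0.654 with an estimated correlation), and Tapbp, the tapasin gene, passed adjusted over the list alone at 0.63. Interferon response genes had a median of 0.15, with 34 of 42 higher (adjusted p = 0.0300, or adjusted p = 0.654 with an estimated correlation), including Irgm1 at 0.67. Epithelial genes had a median of -0.33, with 27 of 33 lower (adjusted p = 0.0199, or adjusted p = 0.654 with an estimated correlation), including Krt7 at -0.41 and Ocln at -0.56, while Prss8 was at 0.70; the score of mesenchymal minus epithelial genes was 0.33 ± 0.75 with sh75 and -0.22 ± 0.83 with shScramble. ATF4 targets (median -0.16, 21 of 29 lower, adjusted p = 0.0161, or adjusted p = 0.654 with an estimated correlation), endoplasmic reticulum chaperones (median 0.12, 16 of 20 higher, adjusted p = 0.0300, or adjusted p = 0.654 with an estimated correlation), mitochondrial import and ribosome genes (median -0.16, 23 of 31 lower, adjusted p = 0.0221, or adjusted p = 0.654 with an estimated correlation) and small nucleolar RNAs (median -0.07, 38 of 51 lower, adjusted p = 0.0404, or adjusted p = 0.654 with an estimated correlation) were called as well. Camera called 6.1 lists per run in simulated unchanged data of this comparison.

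The medians of the lists called with sh75 were similar within numbers 4 and 5 for some lists and apart for others. Whether they differed between the numbers was not tested. The epithelial median was 0.02 within number 4 and -0.01 within number 5, and -0.03 with the block (camera adjusted p = 0.648), so that shift was not found between samples sharing a number. The cholesterol median was 0.08 within 4 and -0.59 within 5, and -0.33 with the block (adjusted p = 0.00104, or adjusted p = 0.836 with an estimated correlation). Mitosis genes were at -0.05 and -0.25, and at -0.14 with the block (adjusted p = 1.7e-07, or adjusted p = 0.836 with an estimated correlation), and DNA replication genes at -0.02 and -0.17, and at -0.13 with the block (adjusted p = 9.9e-04, or adjusted p = 0.836 with an estimated correlation). The other lists were not called with the block. The interferon list was at 0.12 within each number and 0.07 with the block (adjusted p = 0.0854), and antigen presentation at 0.40 and 0.07, and 0.12 with the block (adjusted p = 0.0843). ATF4 targets were at -0.06 and -0.11 (block -0.07, adjusted p = 0.328), endoplasmic reticulum chaperones at 0.12 and 0.10 (block 0.10, adjusted p = 0.126), mitochondrial genes at -0.00 and -0.05 (block -0.09, adjusted p = 0.0910) and small nucleolar RNAs at 0.06 and -0.17 (block -0.05, adjusted p = 0.0757). Without shScramble replicate 1, 3 lists were called.

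The mean of both hairpins asks what the knockdowns have in common. Hipk3 fell by 0.98 (SE 0.11, adjusted p = 0.0198) in limma and, like Cnot7, was lower in each of the 5 knockdown samples than in every shScramble sample. Chordc1 (-0.81, SE 0.09, adjusted p = 0.0198) and Dennd10 (-0.61, SE 0.08, adjusted p = 0.04998) were also called, although their samples overlapped; they fall outside the rule for naming genes and were chosen after their values were seen. Chordc1 changed by -1.497 with sh74 and -0.13 with sh75, so its mean rests on sh74, and Dennd10 changed by -0.16 and -1.07, so its mean rests on sh75. Hipk3 changed by -0.49 with sh74 (adjusted p = 0.445) and -1.47 with sh75, so its mean rests mainly on sh75. It was also called between the hairpins in limma (0.98, adjusted p = 0.0215). Limma called 4 probe sets, all lower, with 1591 at an unadjusted p under 0.05 where chance gives 1089, and 856 did not overlap, where chance gives 3.57% for 5 against 3. The count was 89 without sh74 replicate 2, 1 without sh75 replicate 1 or 3, and 0 without sh74 replicate 1 or any shScramble replicate. Simulated unchanged data gave this contrast an average of 263 calls per run.

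Interferon response genes had a knockdown median of 0.28, with 37 of 42 higher (camera adjusted p = 5.3e-05, or adjusted p = 0.603 with an estimated correlation), including Irgm1 at 0.77, Trim30a at 1.26 and Adar at 0.31. Antigen presentation genes had a median of 0.25, with 9 of 11 higher (adjusted p = 0.0108, or adjusted p = 0.538 with an estimated correlation), and Tapbp (0.44) passed adjusted over the list alone. Cholesterol synthesis genes had a median of -0.38, with 18 of 20 lower (adjusted p = 3.1e-05, or adjusted p = 0.538 with an estimated correlation), including Srebf2 at -0.37. Epithelial genes were at -0.26, with 26 of 33 lower (adjusted p = 0.00752, or adjusted p = 0.603 with an estimated correlation), beside mesenchymal minus epithelial scores of 0.11 with sh74, 0.33 with sh75 and -0.22 with shScramble. With an adjusted p = 0.538 at the estimated correlation for each, 7 lists were also called on the lower side at the preset correlation. They were mitosis (median -0.06, adjusted p = 0.00427), ATF4 targets (-0.15, adjusted p = 6.8e-04), hypoxia and glycolysis (-0.14, adjusted p = 6.8e-04; Bnip3 -0.89, Pgk1 -0.28), proteasome (-0.08, adjusted p = 4.7e-05), mitochondrial import and ribosome (-0.17, adjusted p = 5.3e-05), cytosolic ribosomal proteins (-0.06, adjusted p = 7.0e-05) and small nucleolar RNAs (-0.22, adjusted p = 5.1e-07). Several of these lists were not called with both hairpins. The mitosis median was 0.01 with sh74 (15 higher, 14 lower) and -0.16 with sh75. Hypoxia and glycolysis, proteasome and cytosolic ribosomal lists were not called with sh75 (medians -0.11, -0.03 and -0.03, adjusted p = 0.0973, 0.0898 and 0.0738). Antigen presentation and epithelial lists were not called with sh74 (medians 0.13 and -0.29, adjusted p = 0.233 and 0.0745). Adjusted over the list alone, Psmb3 (-0.29), Itga1 (2.66, SE 0.48) and Cnot9 (-0.37) passed as well. Cnot9 changed by -0.08 with sh74 and -0.66 with sh75, so its mean rests on sh75. Psmb3 lay lower with sh74 than with sh75, so its mean rests mainly on sh74. Camera called 5.7 lists per run in simulated unchanged data of this comparison. The sh74 samples share no suffix number with shScramble, so no value within a number could be given for the mean.

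The hairpins were then compared with each other to see whether they act alike. They differed at 38 probe sets, 24 higher and 14 lower with sh74. Gpr137b was higher with sh74 by 1.85 (SE 0.12, limma adjusted p = 1.1e-04); it rose with sh74 and fell with sh75. Its near-identical copy Gpr137b-ps, singled out after its values were seen, cannot be told apart from it with confidence by these probes. Arl15 (1.81), Tmem170b (1.74), Arl2bp (1.45), the lipase gene Lipg (1.31), Cpne3 (1.30), Eogt (1.26) and the corepressor gene Lcor (1.12) were also higher with sh74. Epha1 (-1.91), Chordc1 (-1.37), the cargo receptor gene Tmed9 (-1.19), Usb1, which trims U6 small nuclear RNA (-0.96), Tmem120b (-0.82), Stard5 (-0.79), the acetyltransferase gene Naa60 (-0.76) and the protein kinase gene Pak2 (-0.75) were lower. Standard errors of these genes ran from 0.10 to 0.28 and adjusted p from 1.1e-04 to 0.0449, and their samples did not overlap. At 4912 probe sets the groups did not overlap, where chance gives 20% for 2 against 3, and 1946 had an unadjusted p under 0.05 where chance gives 1089. The count was 53 without sh74 replicate 2, 15 without sh74 replicate 1, and 19, 18 and 14 without sh75 replicates 1, 2 and 3. A fit of these groups alone called 0, and the methods' t-test called 1 after adjustment, which was not among the 38.

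**Figure D3:**
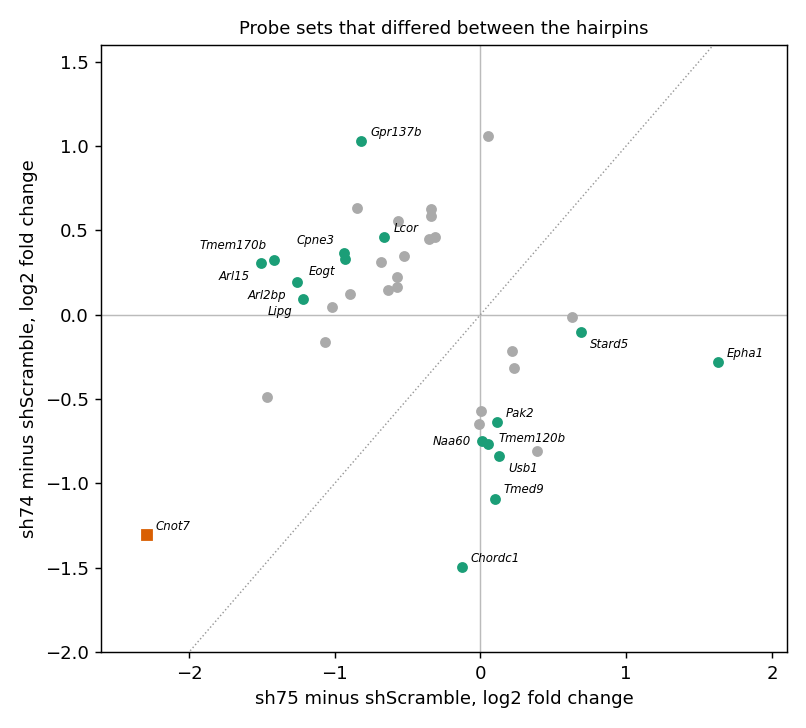
Log2 change of the 38 probe sets that differed between the hairpins, with sh75 minus shScramble on the horizontal and sh74 minus shScramble on the vertical axis; green points are the 16 named genes, grey points the others, the orange square Cnot7 and the dotted line equal change. For 33 of the 38 the changes have opposite signs, as for Epha1 (1.63 with sh75, -0.28 with sh74), whereas Cnot7 lies at -2.29 and -1.31. Choosing probe sets by their difference favors opposite signs. Some of the 33 have 1 change near 0, as Naa60 (0.01 with sh75, -0.75 with sh74), and only Gpr137b was called with each hairpin.

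Between the hairpins, DNA replication genes lay higher with sh74, with 33 of 37 above sh75 and a median of 0.17 (camera adjusted p = 0.00101, or adjusted p = 0.809 with an estimated correlation), including Rrm1 at 0.27 and Mcm3 at 0.36. Mitosis genes had a median of 0.08, with 22 of 29 higher (adjusted p = 0.00209, or adjusted p = 0.809 with an estimated correlation). Kif23 (0.79, limma adjusted p = 0.0308) was called over all probe sets, and Mki67 (0.48) passed adjusted over the list alone. Endoplasmic reticulum chaperones had a median of -0.19, with 17 of 20 lower with sh74 (adjusted p = 2.7e-04, or adjusted p = 0.809 with an estimated correlation), and Sel1l (-0.51) and Sec61b (-0.45) passed adjusted over the list alone. Proteasome subunits had a median of -0.09 (25 of 31 lower, adjusted p = 0.00617, or adjusted p = 0.809 with an estimated correlation), with Psmb3 (-0.48) and Psmb5 (-0.42) past the threshold adjusted over the list alone. Cytosolic ribosomal proteins (-0.05, adjusted p = 0.0252, or adjusted p = 0.809 with an estimated correlation) and small nucleolar RNAs (-0.19, adjusted p = 4.0e-04, or adjusted p = 0.834 with an estimated correlation) were called too. Adjusted over the list alone, Cnot9 (0.58), Cnot6 (0.45), Btg2 (-0.54), Itgb5 (-0.91), Id3 (-0.92), Tgfb2 (-1.27) and Pfkl (-0.37) differed as well. Camera called 6 lists here and 5.3 per run in simulated unchanged data of this comparison. The sh74 and sh75 samples share no suffix number before the point, so no value within a number could be given.

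No gene was called with both hairpins in the same direction at an adjusted p under 0.05, and Gpr137b was called in opposite directions. At an unadjusted p under 0.01, 32 probe sets were higher and 21 lower with both. Independent lists of these sizes would share 2.52 and 2.33, and unchanged groups sharing the shScramble samples shared 41.1 in all. Across genes, which are not independent replicates, the changes correlated with r = 0.452 (Spearman 0.407), against a mean of 0.443 and a highest value of 0.507 in 100 simulated pairs. The covariance was 0.0244, against 0.0209 (highest 0.0262), and 63.8% of probe sets had the same sign, against 64.8% (highest 65.5%). The real residuals moved together across genes, with component 1 holding 37.6% of their variance. The simulated spread, narrow for the share of the same sign, may therefore be too small. The 3 shScramble samples are too few to be divided, so part of any excess may come from the shared controls.

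The dose contrast asks which transcripts move in opposite directions with more and less Cnot7, the question behind the study's inversely related transcripts. The smallest p-values belonged to Chordc1 (1.02, SE 0.13, limma adjusted p = 0.138), Hipk3 (1.18, SE 0.16, adjusted p = 0.149) and Dennd10 (0.82, SE 0.12, adjusted p = 0.171), which were higher with over-expression and lower with knockdown. In the inverse direction were the chromatin remodeling subunit gene Brd9 (-0.61, SE 0.12), Kcnma1 (-1.46, SE 0.29) and Eid3 (-0.87, SE 0.18), each with an adjusted p of 1.0. None passed. For Cnot7 the contrast was 1.80 (SE 0.34, adjusted p = 1.0). Limma called 0 probe sets, with 761 at an unadjusted p under 0.05 where chance gives 1089, and at 27 probe sets both arms were free of overlap in opposite directions, where chance gives 0.179%. The methods' t-test at an unadjusted p under 0.01 gave 128. Over-expression set directly against the knockdown samples, without either control, gave 3 calls in limma and 0 in the methods' t-test.

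In the dose contrast interferon response genes had a median of -0.36, with 38 of 42 lower (camera adjusted p = 1.2e-06, or adjusted p = 0.838 with an estimated correlation), including Irgm1 at -1.01. Antigen presentation genes had a median of -0.29 (9 of 11 lower, adjusted p = 0.0130, or adjusted p = 0.838 with an estimated correlation), and Tapbp (-0.69) passed adjusted over the list alone. Mitosis (median 0.13, 23 of 29 higher, adjusted p = 0.00198, or adjusted p = 0.838 with an estimated correlation), proteasome (0.09, 25 of 31 higher, adjusted p = 0.00870, or adjusted p = 0.838 with an estimated correlation) and mitochondrial import and ribosome genes (0.19, 23 of 31 higher, adjusted p = 0.0130, or adjusted p = 0.838 with an estimated correlation) were called on the higher side. Camera called 6.4 lists per run in simulated unchanged data of this comparison. The count here was 2 without vector control replicate 2, 3 without over-expression replicate 2 or shScramble replicate 1 or 3, and 9 without over-expression replicate 3 or sh74 replicate 2. No probe set was called in both arms in opposite directions, but with 0 calls for over-expression none could be. At an unadjusted p under 0.01, 1 was lower with over-expression and higher with knockdown, where 0.281 would be shared by independent lists, and 1 was the reverse, where 0.309 would be shared. In the same direction, 2 were higher in both arms and 1 was lower in both, where 0.324 and 0.267 would be shared. Across genes, which are not independent replicates, over-expression and knockdown changes correlated positively (r = 0.229, Spearman 0.142, covariance 0.00658, no shared controls), and 54.0% had the same sign. The correlation was -0.0119 without over-expression replicate 3, 0.0379 without vector control replicate 1, 0.0495 without sh74 replicate 1 and 0.134 without shScramble replicate 2, so it rested on single samples.

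None of the lists that the study chose on these samples was called in the dose contrast. The median was -0.04 over 279 measured transcripts that carry the 3-motif signature and ran inversely to Cnot7 (camera adjusted p = 0.0778, or adjusted p = 0.604 with an estimated correlation). It was -0.00 over 141 transcripts enriched by immunoprecipitation and -0.00 over the 69 of them with the signature. Over the 7 comparisons the medians ranged from -0.04 to 0.03, from -0.03 to 0.05 and from -0.01 to 0.05, and the lowest camera adjusted p was 0.0778, 0.0979 and 0.0979. With sh75, Dnmt3a rose and Tmem170b fell among their members. Since the study selected these lists on the same samples, their direction is not independent evidence.

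The control groups were compared because they carry different vectors and were selected with different drugs, so any direct comparison of over-expressing with knockdown cells contains this difference. No gene passed. Banp (0.997, SE 0.14, limma adjusted p = 0.163), Rfng, which encodes a glycosyltransferase that modifies Notch (1.30, SE 0.18, adjusted p = 0.163), and the glycolytic enzyme gene Pfkl (0.48, SE 0.07, adjusted p = 0.164) had the smallest p on the side higher in vector control cells. Phf13 (-0.35, SE 0.07), the zinc exporter gene Slc30a1 (-1.03, SE 0.20) and Prdm10 (-0.56, SE 0.11) had the smallest on the lower side, with adjusted p from 0.743 to 1.0. Limma called 0, with 807 at an unadjusted p under 0.05 where chance gives 1089, and the methods' t-test called 0 after adjustment. At 2123 probe sets the groups did not overlap, where chance gives 10%. With array weights limma called Rfng (1.40, adjusted p = 0.0261).

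Between the controls, hypoxia and glycolysis genes lay higher in vector control cells, with 25 of 30 higher and a median of 0.18 (camera adjusted p = 9.98e-09, or adjusted p = 0.174 with an estimated correlation), and Pfkl (0.48) and Bnip3 (0.93) passed adjusted over the list alone. Interferon response genes had a median of 0.19, with 36 of 42 higher (adjusted p = 0.00144, or adjusted p = 0.728 with an estimated correlation), including Irgm1 at 0.89. The knockdown median of the same list was 0.28. Antigen presentation genes had a median of 0.20, with 11 of 11 higher (adjusted p = 0.0234, or adjusted p = 0.708 with an estimated correlation), cholesterol synthesis genes of -0.33, with 18 of 20 lower (adjusted p = 2.7e-04, or adjusted p = 0.708 with an estimated correlation), DNA replication genes of -0.09, with 31 of 37 lower (adjusted p = 0.00735, or adjusted p = 0.708 with an estimated correlation), and RNA-binding recruiters of deadenylases of -0.10, with 20 of 27 lower (adjusted p = 0.00644, or adjusted p = 0.708 with an estimated correlation). Camera called 6 lists here and 5.4 per run in simulated unchanged data of this comparison. Vector control and shScramble samples share no suffix number before the point, so no value within a number could be given.

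**Figure D4:**
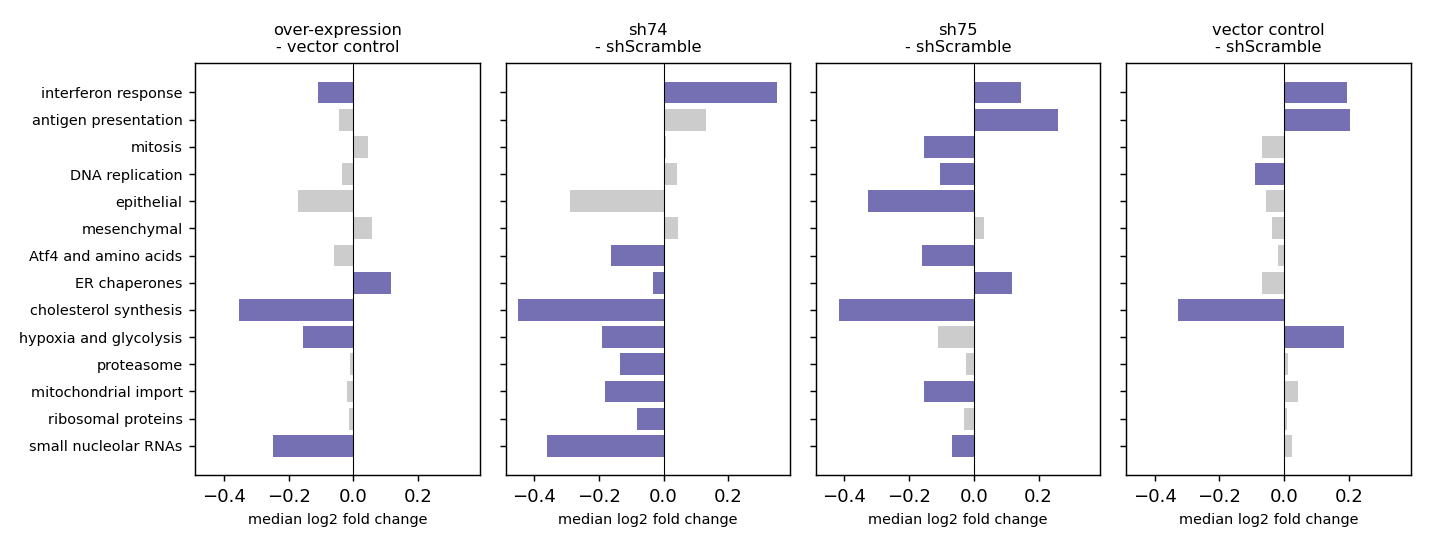
Median log2 change of 14 gene lists in 4 comparisons (over-expression minus vector control, sh74 minus shScramble, sh75 minus shScramble, and vector control minus shScramble); bars start at 0, purple bars had a camera adjusted p under 0.05 at the preset correlation and grey bars did not. Cholesterol synthesis lies at -0.35, -0.45, -0.42 and -0.33, that is lower in each of the 4, the comparison of the controls included.

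The remaining lists were not called in any of the 7 comparisons. Among lists of mRNA decay, medians ranged from -0.04 to 0.09 for CCR4-NOT genes (lowest camera adjusted p 0.127), from -0.05 to 0.05 for other decay factors (0.319) and from -0.13 to 0.09 for AU-rich and immediate early transcripts (0.0854). Among lists of cell state they ranged from -0.04 to 0.06 for mesenchymal genes (0.201), from -0.05 to 0.11 for basement membrane and integrin genes (0.0580), from -0.09 to 0.11 for the TGF-beta response (0.226), from -0.08 to 0.01 for p53 targets (0.0888) and from -0.15 to 0.14 for Ras and MAPK feedback (0.145). One mesenchymal gene, Mmp14, passed adjusted over the list alone with sh75 (0.86). Olfactory receptors stayed between -0.01 and 0.00 (0.204). Markers of other cells ranged from -0.02 to 0.04 for immune cells (0.296), from -0.03 to 0.04 for endothelial cells (0.348), from -0.04 to 0.06 for fibroblasts (0.101), from -0.01 to 0.08 for adipocytes (0.349) and from -0.06 to 0.05 for myoepithelial or luminal cells (0.319). Fry called no list in a single direction in any comparison. Its mixed test, which asks whether members change in either direction, called among others the CCR4-NOT list, which contains Cnot7, with sh74 (adjusted p = 0.0115) and sh75 (adjusted p = 1.1e-07).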

Values the study reported

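The study reported 842 transcripts whose abundance was altered by Cnot7 manipulation in 4T1 cells at p<0.01. Of those, 514 went up on knockdown and down on over-expression. By immunoprecipitation of FLAG-tagged CNOT7 followed by sequencing, the study found 149 enriched transcripts that also ran inversely to Cnot7, and 71 of them (48%) carried the CPE, CPSF and NRE motifs together in the 3′ untranslated region. It counted 3424 expressed genes with all of these motifs, of which 293 were inversely related to Cnot7.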

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

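The tests of knockdown depth, of silencing by a hairpin and of the title suffix in this part were chosen only after the result was seen. The hairpins sh74 and sh75 target the same gene, and a test of the difference between them singled out 38 probe sets. Values higher with sh74 were found for Gpr137b (1.85), Arl15 (1.81), Tmem170b (1.74), Arl2bp (1.45), Lipg (1.31), Cpne3 (1.30), Eogt (1.26) and Lcor (1.12). Values lower with sh74 were found for Epha1 (-1.91), Chordc1 (-1.37), Tmed9 (-1.19), Usb1 (-0.96), Tmem120b (-0.82), Stard5 (-0.79), Naa60 (-0.76) and Pak2 (-0.75). None of the 5 groups has enough samples to test a single sample for standing apart. Of the 10 splits of the 5 hairpin samples, 2 from sh74 and 3 from sh75, the real one gave 38 calls and the highest other 17, too few splits for a share under 0.05.

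Changes in proportion to the knockdown were argued against, since for the 19 probe sets called with sh75 other than Cnot7 the median share of the change found with sh74 was -0.0467 and the highest 0.418, where Cnot7 itself had 0.570, and so was a shallower knockdown for the 2 probe sets called with sh74, both of which changed less or in the opposite direction with sh75. The epithelial or mesenchymal state of the samples was argued against as the whole source, since 36 of the 38 were still called with the list score as a covariate, a test whose bounds were written before its result. Silencing of other transcripts by one hairpin stays open: of the 19 probe sets called with sh75 other than Cnot7, 14 were lower (exact binomial p = 0.0636), and no untranslated region was searched for hairpin seed matches. An effect of the suffix number that the groups share was argued against, since vector control samples with the numbers of sh74 differed from over-expression and shScramble samples with those of sh75 by medians of -0.0349 and -0.0823 along the difference between the hairpins, whose median size was 0.974, and 0 of the 38 reached 50% of it. A response to the deeper knockdown alone was argued against for Tmed9, Usb1, Tmem120b, Naa60, Pak2, Dnase2b, Dcaf12 and Ppp2r1b, picked after their values were seen. With sh74 they changed by -1.09, -0.84, -0.77, -0.75, -0.64, 1.06, -0.57 and -0.65, though none was called there. With sh75 they changed by 0.10, 0.13, 0.05, 0.01, 0.11, 0.05, 0.01 and -0.01. Standard errors of their differences between the hairpins ran from 0.09 to 0.18. For the remaining probe sets that response stays open. A suffix that marks something else in each group, such as a clone, also stays open. A biological difference between the cell populations that grew out under each hairpin was not tested.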

How the results depend on the processing

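The fits with the leading residual component, with the list score, with the suffix number before the point as a random or fixed block, and of over-expression against sh75 alone were chosen only after the results were seen; all others were planned. No value past its threshold reversed its direction. The values given here are those that crossed the threshold or moved beyond 1.5 times, and except where the fit itself has fewer samples or degrees of freedom the cause was not tested. Of the named genes' values, 578 kept their direction and side of the threshold under other settings, 150 kept the direction but no longer passed and 1 newly passed. With a sample left out, 256 stayed and 95 no longer passed.

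With only the compared groups in the fit, which leaves fewer degrees of freedom, limma called 0 probe sets for sh74 (2 in the fit of all samples), 3 for sh75 (20), 0 for the knockdown mean (4) and 0 between the hairpins (38). The Cnot7 change stayed at -2.29 (adjusted p = 0.0999) for sh75 and -1.80 (adjusted p = 0.393) for the knockdown mean. The methods' t-test after adjustment called 0 for sh74, 0 for sh75, 0 for the knockdown mean and 1 between the hairpins, with Cnot7 at -2.29 (adjusted p = 0.579) and -1.80 (adjusted p = 0.836). At an unadjusted p under 0.01 it gave 137 probe sets for over-expression, 293 for sh74, 355 for sh75, 240 for the knockdown mean, 315 between the hairpins, 128 for the dose contrast and 191 between the controls. The paper does not describe its t-test for contrasts of several groups, such as the knockdown mean and the dose contrast. Setting over-expression against the knockdown samples directly gave 3 calls in limma and 305 at that p in the methods' t-test. An intensity trend called 1 for sh74. Array weights called 1 for sh74, 35 for sh75, 11 between the hairpins and 1 between the controls. All probe sets together called 2 for the knockdown mean (Cnot7 -1.80, adjusted p = 0.0891) and 19 between the hairpins. Renewed quantile normalization called 4 for sh74. Averaging samples with the same suffix number called 1 for sh74, 8 for sh75, 0 for the knockdown mean (Cnot7 -1.86, adjusted p = 0.157) and 15 between the hairpins. The digit after the point as a covariate called 1 for sh74, 0 for the knockdown mean (Cnot7 -1.79, adjusted p = 0.118) and 15 between the hairpins. With all 5 knockdown samples as 1 group 0 were called (Cnot7 -1.90, adjusted p = 0.279). Over its settings the adjusted p of Cnot7 ran up to 0.579 for sh75 and up to 0.836 for the knockdown mean. At an unadjusted p under 0.01 the hairpins shared 53 probe sets in direction, against 0 after adjustment.

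Of the settings chosen later, the residual component called 10 for sh74, 90 for sh75 and 74 between the hairpins. That component came from the residuals of the same data, so it lowered the error and left the changes between groups as they were. Adam10 with sh75 stayed at -0.71, with a limma adjusted p of 0.322 without the component and 0.00786 with it. These higher counts are therefore no evidence of more changed genes. The list score called 8 for sh74 and 63 between the hairpins and left the knockdown change of Cnot7 at -1.74 (adjusted p = 0.0760). For sh75 it called 17, of which 12 were among the 20 of the main fit. The named genes Epha1, Dnmt3a, Inpp4b, Mob1b and Eogt no longer passed for sh75 with the list score. The suffix number as a random block called 2 for the knockdown mean, with Cnot7 at -1.79 (adjusted p = 0.0510). As a fixed block it called 2 for sh75 over all samples (Cnot7 -2.24, adjusted p = 0.262) and 0 within sh75 and shScramble alone (Cnot7 -2.30, adjusted p = 0.441), with fewer degrees of freedom in both. Camera with an estimated correlation and fry each called 0 lists in all 7 comparisons. With the list score camera called 3 lists for over-expression and 6 for sh75, and with the fixed block 3 for sh75.

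With each sample left out in turn, the calls ranged from 0 to 1 for over-expression (1 without vector control replicate 3), from 1 to 122 for sh74, from 6 to 22 for sh75, from 0 to 89 for the knockdown mean and from 14 to 53 between the hairpins, and were 0 for the dose contrast and the controls. The sh74 values with 1 sample assume that it varies like the other groups. Cnot7 ranged from -0.20 to 0.14 for over-expression, from -1.62 to -0.99 for sh74 (past the threshold in 0 of 5), from -2.53 to -2.03 for sh75 (4 of 6) and from -1.95 to -1.64 for the knockdown mean (2 of 8). The knockdown mean of Cnot7 missed the threshold without sh74 replicate 1 (-1.64, adjusted p = 0.212), without sh75 replicate 1 (-1.67, adjusted p = 0.0559) or 3 (-1.81, adjusted p = 0.0848) and without shScramble replicate 1 (-1.74, adjusted p = 0.339), 2 (-1.80, adjusted p = 0.374) or 3 (-1.86, adjusted p = 0.145). Lists called ranged from 5 to 9 for over-expression, 8 to 11 for sh74, 3 to 10 for sh75, 9 to 13 for the knockdown mean, 4 to 8 between the hairpins, 2 to 9 for the dose contrast and 5 to 8 for the controls. The correlation of over-expression and knockdown changes ranged from 0.0774 to 0.252 under other settings and from -0.0119 to 0.308 with a sample left out. Signal over background set a further limit, since 16442 of 21789 probe sets lay above the dim limit of 4.90. Besides the blocks of the suffix number given above, pairing by the full suffix was tried for over-expression and sh75, which meet in the dose contrast and share 3. The deviations of their samples with the same suffix correlated with 0.358, -0.105 and 0.0235, so the suffixes did not pair them, and not every sample correlated best with its own suffix. Compared directly, they gave 0 calls both without and with the suffix as a replicate block. The motif search in 3′ untranslated regions and its variant without length matching were not run, and Cnot7 has only 1 probe set, so none could be left out.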

Other observations

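The tests of abundant fibroblast transcripts, of array background and of the suffix number in this part were chosen only after the result was seen, and so was the choice of genes in this paragraph and the next. The samples of this series were spread along an epithelial to mesenchymal range within the groups. On the epithelial side were Mal2 and Rab25, which act in apical membrane traffic, with values from 4.57 to 10.61 and from 5.96 to 9.96 over the 14 samples. The tight junction gene Cldn3 ran from 6.35 to 10.28, the carbonic anhydrase gene Car9 from 5.17 to 9.67 and Serpinb5, the maspin gene, from 4.77 to 9.15. On the mesenchymal side were Loxl3, a lysyl oxidase of the extracellular matrix, from 5.84 to 10.17, Stc1 from 6.45 to 10.80, Gpnmb from 5.57 to 10.39 and Pcolce, an enhancer of procollagen processing, from 7.60 to 11.34. Sparc, another matrix gene, ran from 5.81 to 11.67. The mesenchymal side also held Lilr4b (4.61 to 11.20), Cdh17 (5.29 to 9.67), Aldh3a1 (5.65 to 10.57) and Ptges (6.04 to 10.44), so matrix genes were only part of it. Zeb2 ran from 6.16 to 8.62, whereas Zeb1 stayed between 5.24 and 5.57.

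Cdh1, the E-cadherin gene, ran from 10.28 in sh74 replicate 1, which had the highest score, to 11.43 in over-expression replicate 1. Of the 200 probe sets with the largest weights on the leading residual component, 10 on the epithelial side belonged to the epithelial list of 33, and 6 on the mesenchymal side to the mesenchymal list of 33. The basement membrane and integrin list had 1 member on the mesenchymal and 4 on the epithelial side, the fibroblast list 1 on the mesenchymal side, and the immune list and the hypoxia and glycolysis list 1 each on the epithelial side. Interferon, mitosis, DNA replication and cholesterol genes had 0 members among them on either side. The score was higher in samples with the suffix number 5 in each group that held them: in over-expressing cells 0.25 and 0.71 against -0.74, in sh75 cells 0.77 and 0.76 against -0.54, and in shScramble cells 0.72 against -0.56 and -0.82. Among the lower scores those with number 4 were -0.74, -0.54 and -0.82 in over-expressing, sh75 and shScramble cells, so this number went together as well. The numbers that vector control and sh74 cells share did not: with number 1 the scores were -0.23 and 1.13, and with number 7 they were 0.21 and -0.92.

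Several sources for this range were tested. Fibroblasts in some cultures were argued against by their abundant transcripts Dcn, Lum, Col1a1, Col1a2 and Col3a1, whose widest range was 0.356 where that of Esrp1 was 5.80, with Dcn at most at 3.96 and Col1a1 at most at 6.83, although other genes of that list varied more, as Pdgfra from 6.83 to 9.25, Fbln1 from 5.87 to 8.41, Col6a1 from 6.56 to 8.37 and Fbln2 from 10.05 to 11.54; the planned test, the median of the fibroblast list in sh74 replicate 1, was 6.12 and fell between its bounds. Normalization or array background that shifts values by intensity alone was argued against, since of the 552 probe sets that followed the range a share of 0.996 had another within 0.25 in mean that moved the opposite way, and 516 stayed above the dim limit in every sample. What the suffix number stands for may contribute but could not be settled: number 5, tested after it stood out, gave the smallest p possible (difference 1.31, the largest of 27 arrangements, one-sided exact permutation p = 0.0370), whereas over all numbers and 648 arrangements the exact permutation p was 0.0525 with scores centered by group and 0.0247 without, and the labels do not say whether the number is a clone, a plate or a day. No biological explanation was tested, since the design names no such state.

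Over-expression and knockdown changes correlated positively across genes (r = 0.229), where transcripts running inversely to Cnot7 would give a negative value. The epithelial or mesenchymal state of the samples may contribute, since with the list score as a covariate the value was 0.0774, between the bounds written beforehand, so that this source cannot be told apart from others by the samples at hand. Chance could not be excluded, since 33 of 100 splits within the arms gave a value as far from 0, the farthest other being -0.532.

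Other splits of the samples were counted for the comparisons with at least 3 samples per arm and, as given above, for the probe sets that differed between the hairpins; none were counted for sh74 against shScramble or for the lists between the hairpins. For the knockdown mean, chance could not be excluded for its 4 probe sets (11 of 100 splits gave as many, the highest other 34) or for its 11 lists (5 of 100, highest other 13). The split with 34 calls may reflect a structure of the samples, but simulated unchanged data averaged 263 calls in this contrast, so it is no evidence of one. For the dose contrast, chance could not be excluded for its 5 lists (79 of 100, highest other 13). Where 0 probe sets were called every split gives as many, so these counts decide nothing: 100 of 100 for the dose contrast (highest other 9), 10 of 10 for over-expression (highest other 4) and 10 of 10 for the controls (highest other 0). For the comparisons of 3 against 3, the 10 splits are too few for a share under 0.05. The real value was 5 lists for over-expression (9 of 10 splits gave as many, highest other 8). For sh75 it was 20 probe sets (1 of 10, highest other 1) and 10 lists (1 of 10, highest other 8), and for the controls 6 lists (5 of 10, highest other 8).

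The 13767 probe sets without exactly 1 gene symbol were tested apart and gave 0 calls in limma in every comparison, with 608 to 1289 at an unadjusted p under 0.05. The methods' t-test of over-expressing against knockdown samples directly gave 485 of 35556 probe sets at an unadjusted p under 0.01, where chance gives 356. Of the 485, 252 were lower with over-expression. Both counts are lower than the values quoted from the study above, and the text of the study does not say which samples its test compared.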
